A study of Mus musculus with 16 samples. Its data were reported in "Loss of Parp7 increases type I interferon signalling and reduces pancreatic tumour growth by enhancing immune cell infiltration" (2025).

How the data were processed

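Bulk RNA sequencing was measured in 16 subcutaneous tumours grown from CR705 cells, a mouse pancreatic cancer line from a KPC mouse that carries oncogenic Kras and mutant Trp53 in the pancreas. The labels place 7 tumours in the WT group, grown from cells that had received the empty Cas9 plasmid, and 9 tumours in the PARP7KO group, grown from cells edited in Parp7. Parp7 is listed under its symbol Tiparp. By the study's methods the knockout cells came from 1 clone, so genotype and clone cannot be separated here. The labels give each library as its own sample, and nothing in them ties a library to a given mouse. The text of the study places the profiled tumours of this comparison in C57BL/6 mice. The p-values measure the spread between these libraries. Total RNA had been taken from tumour pieces and turned into strand-specific libraries, and such pieces hold stroma and leukocytes beside tumour cells.

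The authors quantified paired-end reads with Salmon against mm10 transcripts and summed the transcripts to genes with tximport. The versions of Salmon and of the transcript set are not given in the sources used here. The deposited estimated counts per gene are not normalised and are fractional where a read matched several transcripts. The deposited TPM values are scaled for transcript length and library size and served only as an alternative. Reads shared by near-identical genes are split by Salmon's model, so single members of the class I and class II histocompatibility, Klra, immunoglobulin, Ifit and Gbp families are less certain than their groups. Of 35615 genes in the table, 629 carry no symbol and hold 0.431% of the counts. Gene positions, strand and symbols came from the GENCODE M21 annotation of GRCm38, the assembly also called mm10, which placed 14607 of the tested genes.

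The estimated counts were rounded to whole numbers and tested with edgeR (version 4.0.16 in R 4.3.3). Genes with too few counts were removed with filterByExpr, which left 14687 genes, and libraries were scaled with TMM factors. PARP7KO was compared with WT by the quasi-likelihood test with no covariate, with Benjamini-Hochberg adjustment over all tested genes. Genes were called changed at an adjusted p below 0.01, and a second count also required an absolute log2 fold change above 1, the thresholds of the study. Values per library are CPM with TMM scaling, and log2 CPM with a prior count of 2. Errors are SD for levels and SE for log2 fold changes. All adjusted p-values of single genes come from this edgeR test unless another tool is named.

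Gene lists were tested with camera from limma (version 3.58.1) with a preset correlation of 0.01, adjusted over the lists and called below 0.05, and again with the correlation estimated from the data. Of 532 memberships in 43 lists, 486 belonged to tested genes, which were 483 different genes. The acinar list had a single tested member and was not tested as a list. Per list, members that rose, fell or did not pass were counted after adjustment over all tested genes and after adjustment over the list alone. The leukocyte score of a library was its mean log2 CPM over 15 pan-leukocyte genes. Single values were compared by exact two-sided permutation over all 11440 splits of the libraries into groups of 7 and 9. The separation of the groups was the mean distance between libraries of different groups minus that within groups, on the 500 most variable genes.

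The genes named in the text follow a rule fixed before the data were examined. They are Tiparp, the 10 genes with the smallest adjusted p in each direction, the 5 largest changes in each direction among well expressed genes whose libraries do not overlap between groups, up to 4 members of each list with the smallest adjusted p, and genes chosen around the themes of the study. Genes named outside the rule are marked as chosen later. The study's supplementary tables had been read before the lists were written, and the interferon, PARP, CD8, complement, proliferation and AHR lists follow its themes, so these lists are not blind to the samples. Cd8a, Cd8b1, Gzma, Gzmb, Cxcl10, Cxcr3, Ifng, Parp9, Parp10, Parp12, Parp14 and Tiparp had been picked by the study on these samples.

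Alternatives fixed before the data were examined were other scaling factors, looser and stricter filters, DESeq2 (version 1.42.0), limma-voom with and without quality weights, a transcript length offset, limma on log2(TPM + 1) and log2(TPM + 0.1), both replicate numberings as a block, the leukocyte score as a covariate, an adjusted p below 0.05, fry for the lists, the lists without the genes picked by the study, and each library left out in turn. Fits without the 3 libraries with fewest genes at equal depth, the 4 with most muscle RNA or the 2 shallowest, DESeq2 with the length offset, replicates 1 to 7 without a block, 40 random fits leaving out 2 libraries of each group, fry without the genes picked by the study, and the estimated correlation without each library in turn were added after the data were examined. The labels were also redistributed over 100 splits of the libraries, the real one included. Genome position was examined with a running median over 41 neighbouring genes against 1000 permutations of gene order.

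The steps were tested on simulated data drawn from the means and library sizes of the real libraries. In the comparison of 7 with 9 libraries, the edgeR step on 14687 genes recovered 41 of 100 genes changed by 2-fold and 84 of 100 changed by 4-fold, with 1 false call. The camera step recovered a raised list and called 0 of 100 unchanged lists. Counts were drawn for each gene independently, so this does not test camera on lists whose genes move together. Total counts ran from 5682598 to 36652127 per library. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 was used for the positions and permutations. Xist was also on the list of named genes and was not analysed here. No pair of libraries held identical values, and the highest correlation between libraries was 0.980.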

Results

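Gene expression was measured in tumours grown from CR705 pancreatic cancer cells that had received an empty Cas9 plasmid (WT, n = 7) or had been edited in Parp7 (PARP7KO, n = 9). The comparison asks how loss of PARP7, a mono-ADP-ribosyltransferase that restrains aryl hydrocarbon receptor (AHR) and type I interferon signalling, changes gene expression in tumours that contain host cells. Estimated counts per library ranged from 5682598 in WT replicate 7 to 36652127 in WT replicate 1, with 6460689 in PARP7KO replicate 3 and 15935882 to 22313966 in the others. When every library was thinned to 5682442 counts, 14585 genes were detected in WT replicate 3, 15567 in WT replicate 1, 16255 in PARP7KO replicate 4 and 16375 to 17075 in the other libraries.

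Tiparp, the edited gene, had a higher RNA level in PARP7KO tumours. It was at 27.0 ± 9.60 CPM in WT tumours (SD, n = 7) and 72.7 ± 23.6 CPM in PARP7KO tumours (SD, n = 9), a log2 fold change of 1.43 (SE 0.24, edgeR adjusted p = 0.000392), and was higher in all 9 PARP7KO libraries than in any WT library. Tiparp (ENSMUSG00000034640) lies on the plus strand of chromosome 3 at 65528410 to 65555518 in GRCm38. The guide used for editing matches coding exon 2 of 6 at 65531342 to 65531361 on the opposite strand. The study describes the edit as deletions that disrupt the reading frame, and the longer printed deletion also removes the start codon. These are deletions within the gene rather than loss of the whole gene, so the RNA level does not check the genotype labels.

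The 2 groups differed in many genes. Of 14687 genes tested, 2197 changed at an adjusted p below 0.01, with 1148 higher and 1049 lower in PARP7KO tumours. With an absolute log2 fold change above 1 as well, 814 rose and 364 fell. On the 500 most variable genes, distances between libraries of different groups exceeded those within groups by 22.8 (exact permutation p = 0.000175, n = 7 and 9), and the first component held 42.4% of the variance and the second 16.4%. The counts moved by over 1.5 times without the 4 libraries with most muscle RNA, to 948 changed genes and 622 with the fold filter, which lie within the ranges of 40 random fits without 2 libraries of each group (405 to 3081 and 292 to 1788). Without the 2 shallowest libraries 1414 genes changed.

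**Figure D1:**
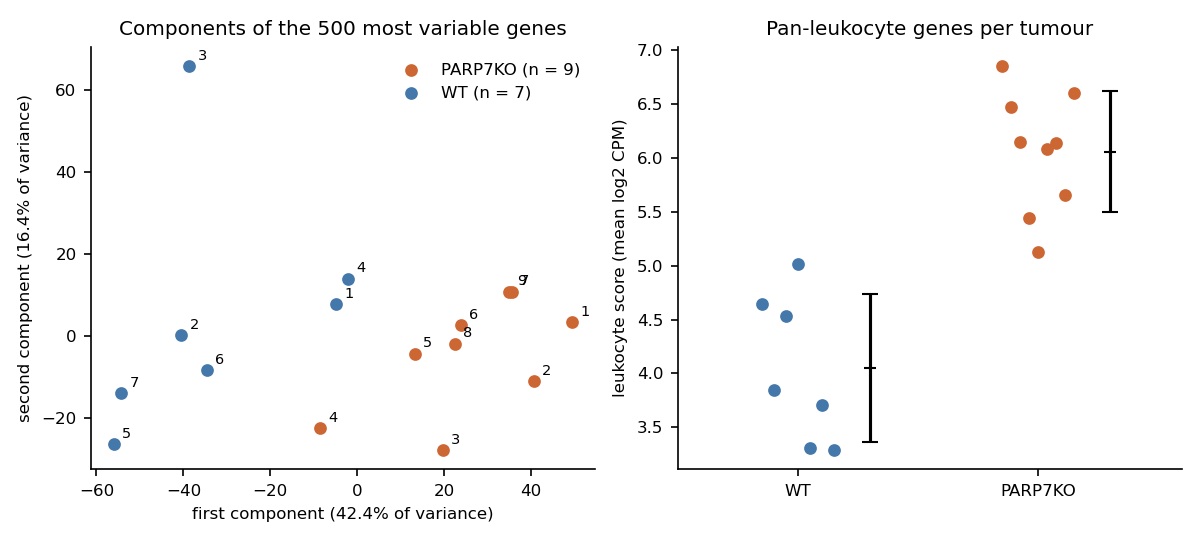
The left panel plots the first component (42.4% of the variance) against the second (16.4%) for the 500 most variable genes, and the right panel the leukocyte score (mean log2 CPM of 15 genes) of each of the 7 WT and 9 PARP7KO tumours, one point per tumour, with mean and SD beside them. The highest WT score is 5.02 and the lowest PARP7KO score 5.13.

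The genes with the smallest adjusted p that fell were led by the cyclin-dependent kinase inhibitor Cdkn2a, from 97.2 ± 17.1 CPM to 2.56 ± 1.21 CPM (log2 fold change −5.23, SE 0.25, adjusted p = 1.14e-09). Its neighbour Cdkn2b, also an inhibitor of cyclin-dependent kinases, fell by 3.47 on the log2 scale (adjusted p = 1.06e-06). Hmgcll1, Lamc2 (a laminin-332 chain), Mboat2, Meis1 (a homeobox transcription factor), Igf2bp1 (an RNA-binding protein), Syt14, Frmpd1 and Klhl1 completed the 10, with log2 fold changes from −2.08 to −6.87. Klhl1 was at 0 in 4 of the 9 PARP7KO libraries. Lrp2, the endocytic receptor megalin, fell by 5.23 on the log2 scale (adjusted p = 5.77e-05). Cdkn2a (ENSMUSG00000044303) lies on chromosome 4 at 89274471 to 89294653 in GRCm38, beside a run of lower genes given below.

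The genes with the smallest adjusted p that rose were Cd74 and H2-Eb1 of antigen presentation, H2-DMa, the T cell kinase Zap70, the complement factor Cfb, Agtrap, Nfkbie, Gm2a, Parvg and Psd4. Cd74, the class II invariant chain, went from 331 ± 184 to 3586 ± 1326 CPM (log2 fold change 3.44, SE 0.38, adjusted p = 1.88e-05). Cfb rose by 2.08 (SE 0.22) and Zap70 by 2.70 (SE 0.28). The largest rises among well expressed genes without overlap were those of H2-M2, Rasgrp1, Apol7c, Cxcr3 and Ear2. Rasgrp1 was at 0 in 6 of 7 WT libraries, so its log2 fold change of 4.64 depends on the counts of WT replicate 6 alone. H2-M2 rose by 5.04 (SE 0.81) and Apol7c by 4.48 (SE 0.68).

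**Figure D2:**
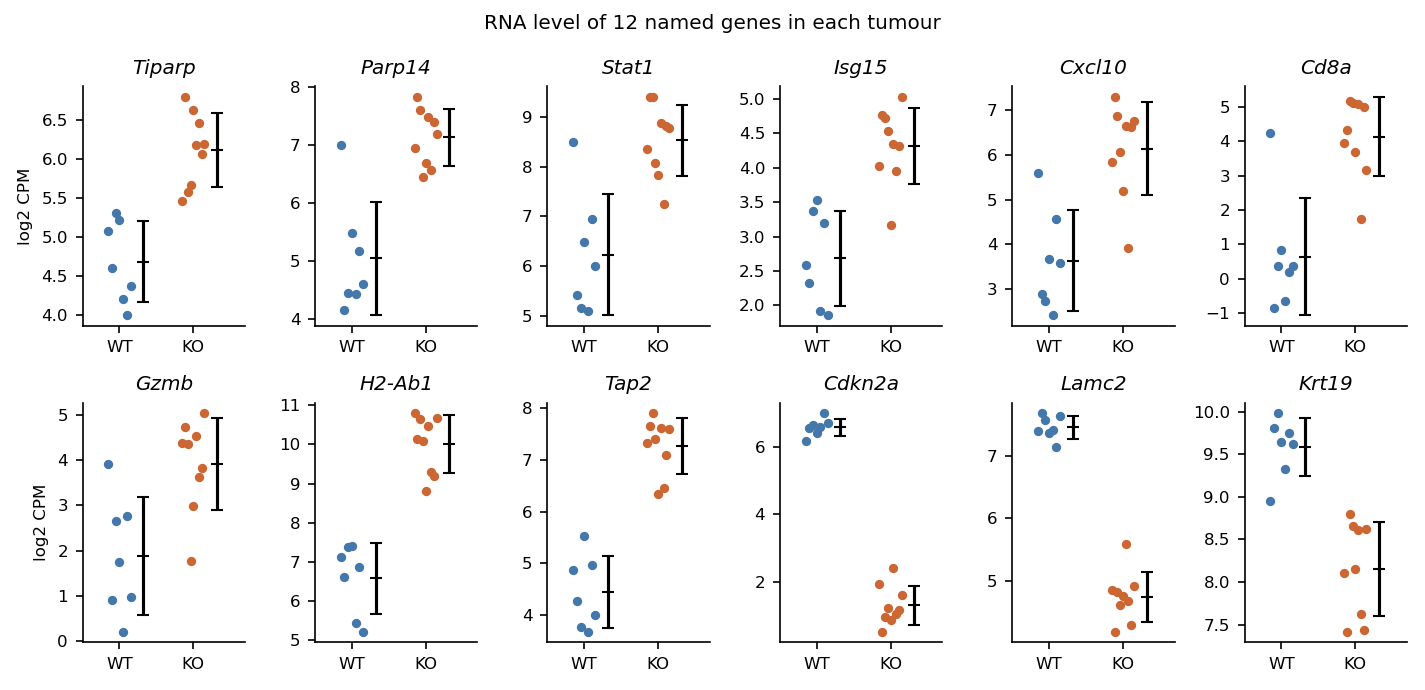
Each panel plots the log2 CPM of a named gene in the 7 WT and 9 PARP7KO tumours, one point per tumour, with mean and SD beside them. Cdkn2a falls from 97.2 to 2.56 CPM and Tiparp goes from 27.0 to 72.7 CPM on average, while WT replicate 1 stands apart from the other WT tumours for Cd8a.

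Interferon genes were higher in PARP7KO tumours. Of 30 type I interferon-stimulated genes, 20 rose, 0 fell and 10 did not pass, and 22 rose when adjusted over the list alone (median log2 fold change 1.37). Mx1, an antiviral GTPase, rose by 2.30 (SE 0.30), Dhx58, an RNA sensor, by 1.98 (SE 0.29), Bst2 by 1.89 (SE 0.25) and Irf7 by 1.80 (SE 0.29). Isg15, a ubiquitin-like modifier, rose by 1.59 (SE 0.30, adjusted p = 0.000851), and its protease Usp18 was at 0.89 (SE 0.28, adjusted p = 0.0278) and did not pass. The camera adjusted p of the list was 4.45e-15, and the call was lost at an adjusted p = 0.130 with an estimated correlation.

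Of 20 interferon gamma-response genes, 7 rose and 12 rose when adjusted over the list alone (median 1.87, camera adjusted p = 1.05e-09, adjusted p = 0.257 with an estimated correlation). Serpina3g rose by 2.92 (SE 0.52), Irf1 by 1.73 (SE 0.28), the guanylate-binding Gbp5 by 2.60 (SE 0.61) and Cxcl10, a chemokine that draws T cells, by 2.34 (SE 0.51). Of 12 genes of interferon receptors and ISGF3, 6 rose and 8 rose when adjusted over the list alone (median 0.53, camera adjusted p = 0.000157, adjusted p = 0.113 with an estimated correlation). Socs1 rose by 1.85 (SE 0.31), Stat2 by 1.37 (SE 0.24), Ifnar2 by 0.81 (SE 0.19) and Ifngr1 by 0.59 (SE 0.11). Stat1 rose from 108 ± 118 to 412 ± 186 CPM (log2 fold change 1.93, SE 0.49, adjusted p = 0.00736), and Irf9 was at 0.54 (SE 0.15, adjusted p = 0.0102). Of 11 measured genes for interferons, cGAS-STING and RNA sensing, 2 rose and 4 rose when adjusted over the list alone (median 0.63, camera adjusted p = 0.00654, adjusted p = 0.187 with an estimated correlation). These were Cgas, by 1.13 (SE 0.21), and Tmem173, which encodes STING, by 1.27 (SE 0.28). Ifng was at 2.18 (SE 0.76, adjusted p = 0.0426) and did not pass, and Ifnb1 held 2 counts over all libraries. The call for Stat1 was lost without any of 12 libraries in turn, with adjusted p up to 0.0182 without WT replicate 7, and those for Gbp5 and Ifnar2 were lost without WT replicates 2, 5, 6 or 7 (adjusted p up to 0.0114 and 0.0115). Ifng passed without WT replicate 1, at 3.45 (adjusted p = 0.00242), Usp18 without WT replicate 3, at 1.13 (0.00439), and Irf9 without WT replicate 1, at 0.68 (0.000604), WT replicate 3 (0.00835) or PARP7KO replicate 4 (0.00769). When the DESeq2 Wald test, the tool of the study, was run here without the length offset, all 3 passed (adjusted p = 0.00689 for Ifng, 0.00724 for Usp18 and 0.00298 for Irf9).

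Among 16 members of the PARP (ARTD) family, 6 rose and 1 fell, and 6 rose and 2 fell when adjusted over the list alone. Parp10 rose by 1.63 (SE 0.21, adjusted p = 5.58e-05), Parp12 by 1.24 (SE 0.24), Parp14 by 1.81 (SE 0.38) and Parp9 by 1.34 (SE 0.33, adjusted p = 0.00614), beside Tiparp. Tnks2, a tankyrase that makes poly-ADP-ribose, fell by 0.88 on the log2 scale (SE 0.10, adjusted p = 2.27e-05). Parp2 was at 0.20 (adjusted p = 0.275) and Zc3hav1, also called PARP13, at 0.42 (adjusted p = 0.0420). As a list the family did not pass (median 0.25, camera adjusted p = 0.0981), but it passed without WT replicate 1 (adjusted p = 0.000877, and 0.184 with an estimated correlation), where Zc3hav1 also passed, at 0.59 (0.000330). Zc3hav1 did not pass with DESeq2 and passed by limma-voom with quality weights (6.77e-06). The call for Parp9 was lost without any of 12 libraries in turn, with adjusted p up to 0.0156 without WT replicate 2. The interferon and PARP lists follow themes of the study, and Parp9, Parp10, Parp12, Parp14, Tiparp, Cxcl10 and Ifng had been picked on these samples, so their counts are not independent evidence of direction.

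Antigen presentation genes were higher. All 12 class II genes rose, 12 also when adjusted over the list alone (median 2.80, camera adjusted p = 7.37e-18, adjusted p = 0.113 with an estimated correlation). H2-Eb1 rose by 3.59 (SE 0.39), H2-Ab1 by 3.39 (SE 0.40) and H2-DMa by 2.80 (SE 0.31). Of 15 class I genes, 13 rose and 14 rose when adjusted over the list alone (median 1.998, camera adjusted p = 4.15e-17, adjusted p = 0.113 with an estimated correlation). Tap2, a peptide transporter subunit, rose by 2.76 (SE 0.31), Tapbp by 1.86 (SE 0.25), H2-T23 by 1.79 (SE 0.24) and Psme2 by 1.37 (SE 0.19).

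Leukocyte genes were higher in PARP7KO tumours. The leukocyte score was 4.05 ± 0.684 in WT and 6.06 ± 0.561 in PARP7KO tumours (log2 CPM, SD, n = 7 and 9), a difference of 2.01 with an exact permutation p = 8.74e-05, the smallest that these groups allow. Of 15 pan-leukocyte genes, 14 rose, 14 also when adjusted over the list alone (median 2.03, camera adjusted p = 3.14e-15, adjusted p = 0.113 with an estimated correlation), among them Vav1, Coro1a, Itgal and Laptm5. The score was higher together with the interferon, antigen presentation and immune cell lists that passed, and its ranges in the 2 groups did not overlap.

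T cell genes had the highest median of the 43 lists, with 13 of 15 members risen, 13 also when adjusted over the list alone (median 3.005, camera adjusted p = 3.42e-17, adjusted p = 0.113 with an estimated correlation). Lck rose by 3.005 (SE 0.35), Cd2 by 3.36 (SE 0.50) and the receptor constant segment Trbc2 by 3.48 (SE 0.48). Of 11 measured CD8 and cytotoxic genes, 6 rose and 9 rose when adjusted over the list alone (median 2.95, camera adjusted p = 4.90e-09, adjusted p = 0.113 with an estimated correlation), with Cxcr3 at 4.18 (SE 0.54), Tbx21 at 4.81 (SE 0.68), Nkg7 at 3.53 (SE 0.62), Ccl5 at 3.45 (SE 0.61) and the granule protease Gzma at 3.43 (SE 0.80, adjusted p = 0.00437). Cd8a (2.55, adjusted p = 0.0199), Cd8b1 (2.95, adjusted p = 0.0125) and Gzmb (1.78, adjusted p = 0.0186) did not pass. All 3 passed when the DESeq2 Wald test, the tool of the study, was run here without the length offset (adjusted p = 0.00277, 0.000217 and 0.00135). Without WT replicate 1, Cd8a was at 4.46 (adjusted p = 5.22e-05), Cd8b1 at 4.59 (0.000350) and Gzmb at 2.35 (0.00260). Gzmb also passed without PARP7KO replicate 4 (0.00822), and the call for Gzma was lost without WT replicate 2 (0.0109) or WT replicate 7 (0.0111). This list follows a theme of the study, and Cd8a, Cd8b1, Gzma, Gzmb and Cxcr3 had been picked on these samples.

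Of 9 regulatory T cell genes, 8 rose, 8 also when adjusted over the list alone (median 2.33, camera adjusted p = 5.14e-09, adjusted p = 0.113 with an estimated correlation), with Foxp3 at 2.33 (SE 0.45), Il2ra at 2.63 (SE 0.46), Ikzf2, Tnfrsf18 and Tnfrsf4. Of 11 inhibitory checkpoint genes, 7 rose and 8 rose when adjusted over the list alone (median 1.59, camera adjusted p = 4.51e-07, adjusted p = 0.113 with an estimated correlation). Pdcd1 rose by 2.71 (SE 0.43), Lag3 by 1.97 (SE 0.29), Pdcd1lg2 by 2.54 (SE 0.45) and Vsir by 1.59 (SE 0.27). Cd274, which encodes PD-L1, rose by 1.78 (SE 0.47, adjusted p = 0.00983), a call lost without any of 13 libraries in turn (adjusted p up to 0.0230 without WT replicate 7). Of 11 measured NK cell genes, 9 rose and 1 fell, and 10 rose and 1 fell when adjusted over the list alone (median 2.66, camera adjusted p = 2.08e-05, adjusted p = 0.187 with an estimated correlation). Klrb1c rose by 3.40 (SE 0.66), and Ncr1 and Klra8 also rose, while Klra4, a Ly49 receptor gene, fell by 1.90 on the log2 scale (SE 0.22, adjusted p = 3.05e-05). In WT tumours Klra4 was at 28.2 CPM, against 0.516 for Klrb1c, 0.055 for Ncr1 and 0.111 for Klra8, so its RNA need not follow NK cells. It lies on chromosome 6, past the end of a run of lower genes given below, as do Klrb1c and Klra8, which rose.

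Of 8 measured B cell genes, 2 rose and 4 rose when adjusted over the list alone (median 2.19, camera adjusted p = 0.00374, adjusted p = 0.337 with an estimated correlation), namely Cd79b and Spib, of which Spib is also active in plasmacytoid dendritic cells. None of 9 measured plasma cell genes passed, 0 also when adjusted over the list alone (median 2.44, camera adjusted p = 0.000802, adjusted p = 0.288 with an estimated correlation). Of 12 dendritic cell genes, 8 rose and 10 rose when adjusted over the list alone (median 2.39, camera adjusted p = 8.35e-09, adjusted p = 0.113 with an estimated correlation), including Clec9a, Batf3, Wdfy4 and Itgax, of which the first 3 belong to cross-presenting cells.

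Of 11 macrophage genes, 9 rose and 10 rose when adjusted over the list alone (median 1.52, camera adjusted p = 6.69e-08, adjusted p = 0.130 with an estimated correlation), with Csf1r, the receptor for colony-stimulating factor 1, at 1.76 (SE 0.29), Lyz2, C1qb and Fcgr1. Of 10 M2-like genes, 3 rose and 5 rose when adjusted over the list alone (median 1.52, camera adjusted p = 0.000171, adjusted p = 0.270 with an estimated correlation). Mgl2 rose by 2.91 (SE 0.55), Chil3 by 4.17 (SE 0.94) and Clec10a by 2.58 (SE 0.66), the last a call lost without any of 11 libraries in turn (adjusted p up to 0.0193 without WT replicate 2), and Mrc1, which encodes CD206, was at 1.22 (SE 0.40, adjusted p = 0.0303) and passed without WT replicate 4, at 1.63 (0.00322), with DESeq2 (0.00606) and by limma-voom with quality weights (0.000740). Mrc1 did not pass by DESeq2 with the length offset. Of 9 measured M1-like genes, Il12b and Cd86 rose and 3 rose when adjusted over the list alone (median 1.23, camera adjusted p = 0.00374, adjusted p = 0.270 with an estimated correlation). Of 8 monocyte genes, 6 rose, and 6 rose and 1 fell when adjusted over the list alone (median 1.85, camera adjusted p = 0.00147, adjusted p = 0.257 with an estimated correlation), with Ccr2 at 2.17 (SE 0.29), F13a1, Fcgr4 and Ms4a6c.

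Of 6 measured mast cell genes, 4 rose, 4 also when adjusted over the list alone (median 2.18, camera adjusted p = 0.000802, adjusted p = 0.187 with an estimated correlation), namely Cpa3, Cma1, Mcpt4 and Fcer1a. The call for Fcer1a was lost without WT replicate 6 (adjusted p = 0.0106). Neutrophil genes did not pass as a list, with 1 of 9 measured members higher and 2 when adjusted over the list alone (median 0.35, camera adjusted p = 0.374). That member, Csf3r, rose by 1.39 (SE 0.32), a call lost without WT replicate 2, 5 or 7 (adjusted p up to 0.0109). Eosinophil genes did not pass as a list (median 2.83, camera adjusted p = 0.110). Ear2, Siglecf and Ccr3 rose and Il5ra, the interleukin 5 receptor, fell by 2.63 on the log2 scale (SE 0.49, adjusted p = 0.000869), 3 and 1 also when adjusted over the list alone. In WT tumours Il5ra was at 21.2 CPM, against 2.67 for Ear2, 1.23 for Siglecf and 1.57 for Ccr3. It lies on chromosome 6, just before the run of lower genes given below. The calls for Ccr3 and Siglecf were lost without any of 7 and 5 libraries in turn, with adjusted p up to 0.0133 and 0.0122 without WT replicate 6.

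Of 13 measured complement genes, 10 rose, 10 also when adjusted over the list alone (median 1.64, camera adjusted p = 5.39e-10, adjusted p = 0.130 with an estimated correlation). C3 rose from 272 ± 84.9 to 1759 ± 1006 CPM (log2 fold change 2.69, SE 0.37), C1ra by 1.79 and C1s1 by 1.64. Of 16 chemokine genes, 4 rose, 4 also when adjusted over the list alone (median 1.18, camera adjusted p = 0.00106, adjusted p = 0.336 with an estimated correlation), namely Cxcl16, Ccl5, Ccl19 and Xcl1. The complement list follows a theme of the study. With the leukocyte score as a covariate, the medians of the complement, chemokine, pan-leukocyte, B cell, plasma cell, macrophage, M1-like, M2-like, monocyte, neutrophil and eosinophil lists were below 0, from −0.02 to −1.49, and 12 genes changed in all. The chemokine list was then called lower (adjusted p = 0.00219). Class II (median 1.27, camera adjusted p = 0.000188), class I (0.74, 0.00219), T cell (0.93, 0.00290), interferon gamma-response (0.40, 0.0188) and CD8 and cytotoxic genes (0.56, 0.0295) were still called higher with that covariate, and type I interferon-stimulated genes were not (0.04, 0.674).

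**Figure D3:**
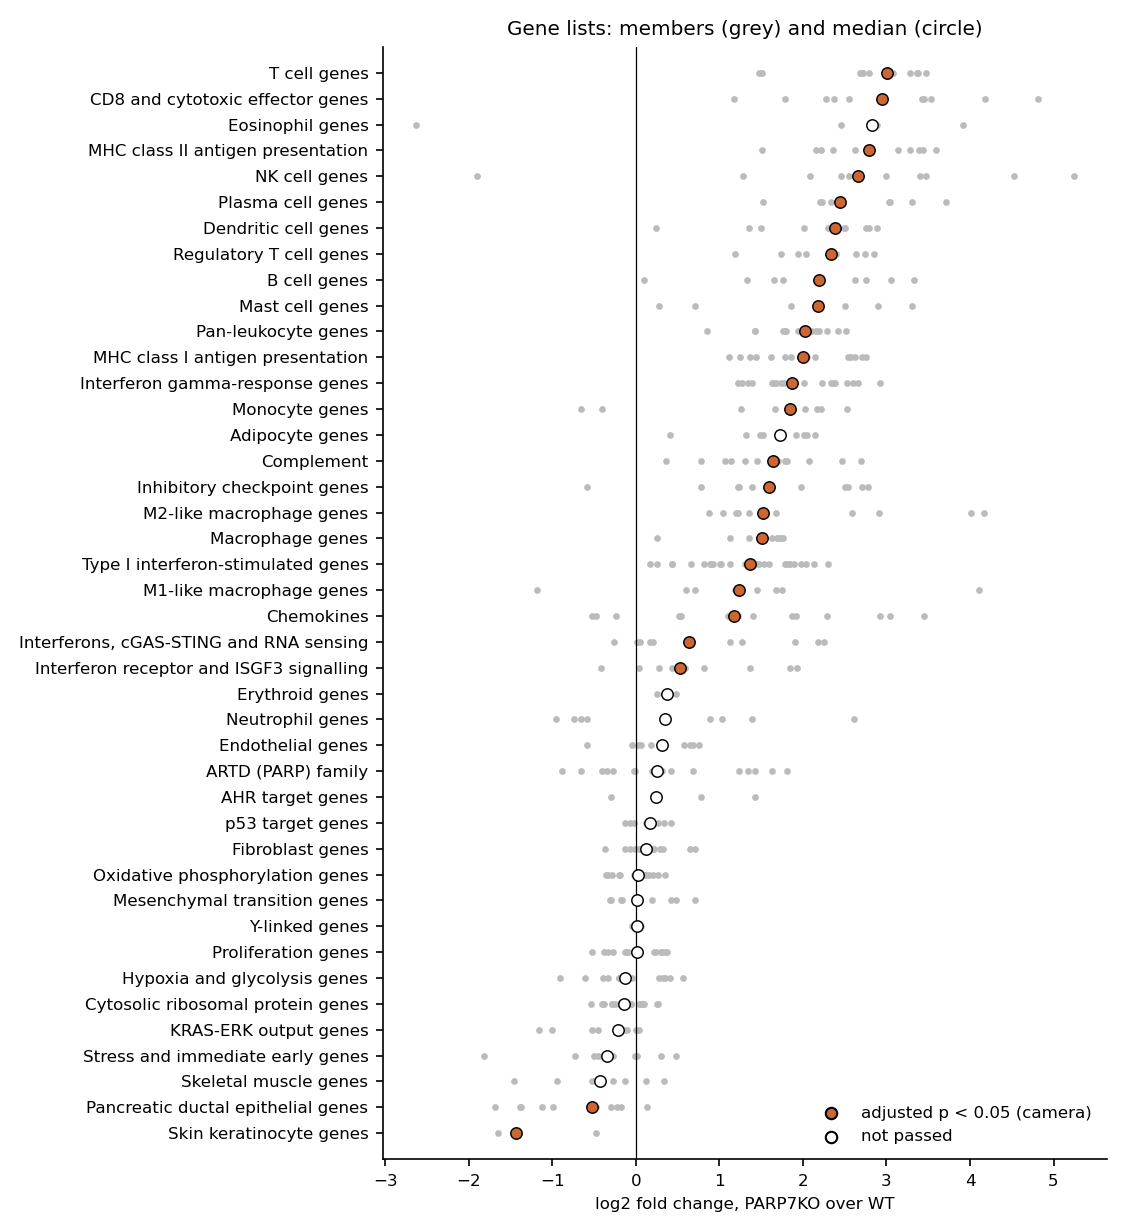
Log2 fold changes (PARP7KO over WT) of the tested members of each gene list, in grey, with the list median as a circle, filled where the camera adjusted p was below 0.05. Medians run from 3.005 for T cell genes to −1.43 for skin keratinocyte genes.

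Epithelial genes were lower. Of 11 measured ductal epithelial genes, 0 rose and 4 fell, and 5 fell when adjusted over the list alone (median −0.53, camera adjusted p = 0.000276, adjusted p = 0.273 with an estimated correlation). Krt19 fell from 784 ± 170 to 304 ± 108 CPM (log2 fold change −1.37, SE 0.22), the adhesion gene Cdh1 from 457 ± 89.9 to 174 ± 45.2 CPM (−1.39, SE 0.17) and Msln by 1.12 on the log2 scale. Itgb4 fell by 0.99, a call lost without any of 11 libraries in turn (adjusted p up to 0.0184 without WT replicate 6). Of 3 measured skin keratinocyte genes, 1 fell and 2 fell when adjusted over the list alone (median −1.43, camera adjusted p = 0.0489, adjusted p = 0.257 with an estimated correlation). That gene was Lor, and the list's call was lost without any of 11 libraries in turn, with adjusted p up to 0.114 without WT replicate 3. These lists were lower in libraries whose leukocyte score was higher by 2.01 on average.

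Lists of other host cells did not pass. None of 13 fibroblast genes (median 0.12, camera adjusted p = 0.674), 12 endothelial genes (0.32, 0.271), 9 muscle genes (−0.43, 0.531), 8 adipocyte genes (1.72, 0.326) or 5 erythroid genes (0.38, 0.596) passed, 0 also when adjusted over the list alone. The endothelial list passed without WT replicate 4 (adjusted p = 0.0167, and 0.507 with an estimated correlation). With the leukocyte score as a covariate the fibroblast (adjusted p = 1.11e-05) and endothelial lists (0.00814) were called lower and the muscle list higher (0.000210). The single measured acinar gene was at 0.19, and neither of 2 measured Y-linked genes passed (median 0.01, camera adjusted p = 0.997), 0 also when adjusted over the list alone.

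Proliferation genes did not differ detectably. None of 19 passed, 0 also when adjusted over the list alone (median 0.01, camera adjusted p = 0.997), and Mki67 was at 198 ± 74.6 CPM in WT and 193 ± 42.8 CPM in PARP7KO tumours (adjusted p = 0.913). None of 10 p53 target genes (median 0.16, camera adjusted p = 0.485), 15 hypoxia and glycolysis genes (−0.13, 0.674), 8 mesenchymal transition genes (0.01, 0.674), 20 ribosomal protein genes (−0.14, 0.531) or 20 oxidative phosphorylation genes (0.02, 0.997) passed, 0 also when adjusted over the list alone. Among 5 measured AHR target genes, Tiparp rose, 1 also when adjusted over the list alone (median 0.24, camera adjusted p = 0.143), and Cyp1a1 held 18 counts over all libraries. By fry, which asks whether the members of a list move one way on balance without comparing them with other genes, the AHR target (adjusted p = 0.00167), p53 target (0.0212) and KRAS-ERK output lists (0.01001) passed, the last with lower genes. Without Tiparp, a member of the AHR list, that list did not pass by fry (adjusted p = 0.0968), and the mean log2 CPM of its other 4 genes was higher by 0.32 (exact permutation p = 0.107), tests added after the data were examined. Of 10 genes of KRAS-ERK output, Dusp4 fell by 1.16 and Etv4 by 1.00 on the log2 scale, 2 also when adjusted over the list alone (median −0.21, camera adjusted p = 0.0757), and this list passed without WT replicate 1 (0.0211) or WT replicate 3 (0.0299), and did not with an estimated correlation (0.229 and 0.334). Of 11 stress and immediate early genes, Hspa1a and Dnajb1 fell, 2 also when adjusted over the list alone (median −0.35, camera adjusted p = 0.237), and the call for Hspa1a was lost without WT replicate 3 (adjusted p = 0.0108).

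Lower genes were gathered on parts of 3 chromosomes, a comparison chosen after the data were examined. On chromosome 4 between 10.9 and 88.7 Mb, 96 of 279 genes fell and 7 rose (median log2 fold change −0.51), and on chromosome 6 between 108 and 127 Mb, 59 of 165 fell and 18 rose (median −0.47). On chromosome 8 between 111 and 125 Mb, 31 of 122 fell and 6 rose (median −0.45). Outside these runs 6.13% of genes fell. Mean levels over the runs on chromosomes 4 and 6 were below every WT library in all 9 PARP7KO libraries, and over that on chromosome 8 in 8. With the leukocyte score as a covariate the medians were −0.60 on chromosome 4, −0.34 on chromosome 6 and −0.08 on chromosome 8. Cdkn2a and Cdkn2b lie past the end of the run on chromosome 4, near Mtap (−0.83), Klhl9 (−0.80) and Focad (−1.05), which fell. Hacd4 (0.81, adjusted p = 0.0348) and Gm13285 (−0.15, adjusted p = 0.861) lie between these genes and did not pass, and all 5 were named after their values were seen.

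**Figure D4:**
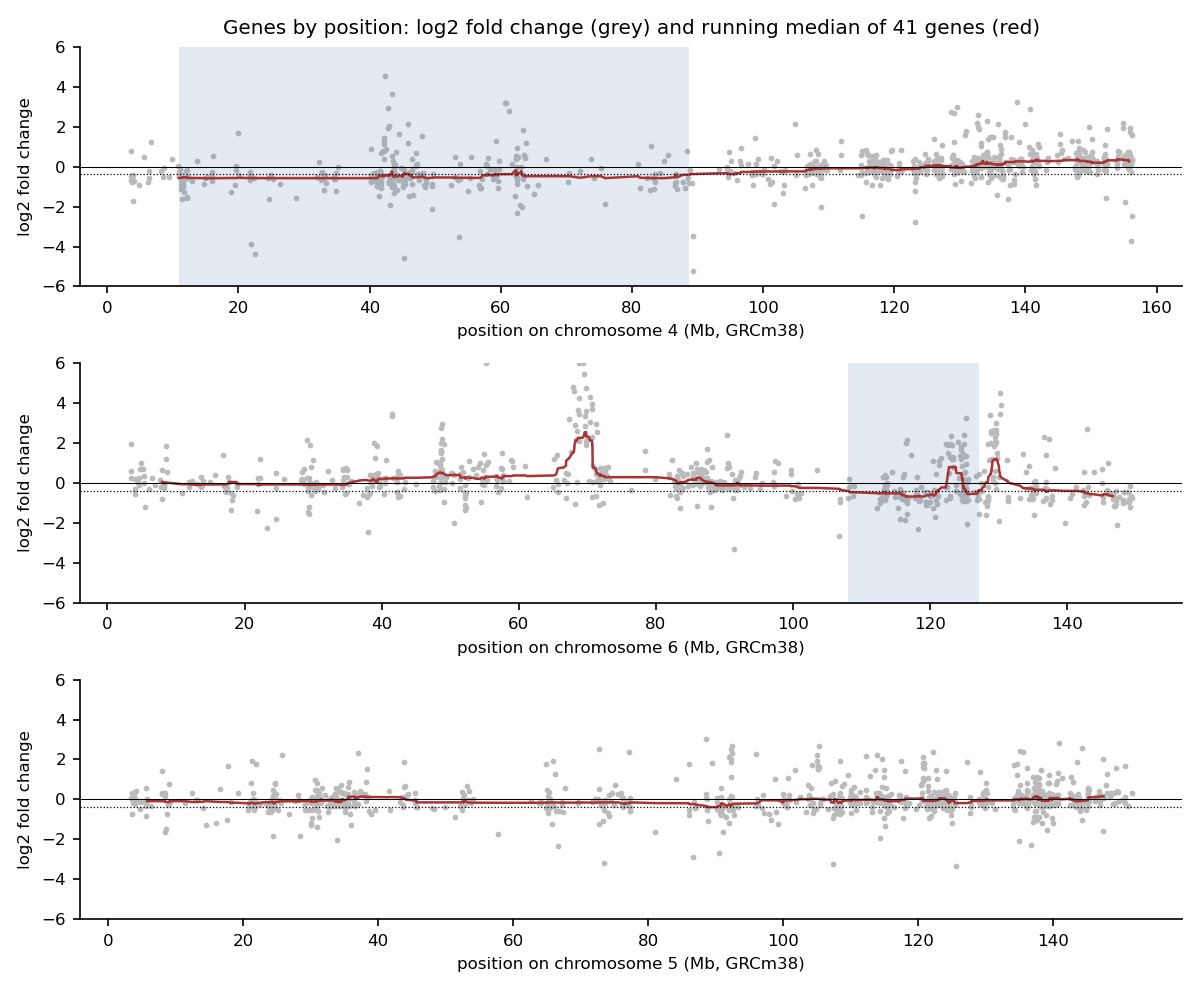
Log2 fold change (PARP7KO over WT) of each gene in grey against its position in Mb (GRCm38), with the running median of 41 genes in red. The shaded runs on chromosomes 4 and 6 have medians of −0.51 and −0.47. The last panel is a chromosome without a run, and the run on chromosome 8 is not drawn.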

Values the study reported

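The study reported 1592 changed genes in the tumours, of which 1142 were higher and 450 were lower in the knockout, at the fold and false discovery thresholds given above. Knockout tumours were reported to reach 73% of the volume of control tumours at the end of the experiment in immunodeficient NSG mice, and 33% in C57BL/6 mice, the host that the study gives for the profiled tumours.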

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

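The test for a swapped library in this part was chosen after the result was seen, and the test for GC content and transcript length was not. Of 358 groups of values examined, 24 had a library set apart from the rest of its group, and chance alone sets apart about 5% of groups, or 1 in 20.

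WT replicate 1 stood apart from the other 6 WT tumours in single genes and in the PARP family and AHR target scores. Its PARP family score was 6.05 on the log2 CPM scale against 5.38 in the next WT library, Cd8a was at 4.26 against 0.85, Gbp5 at 6.40 against 4.05 and Zc3hav1 at 7.07 against 6.25, and its AHR target score was 4.21 against 3.54. A PARP7KO library under a WT name is argued against by the 10 genes that fell most surely in the fit without this library, whose mean log2 CPM in it was 5.07, 2.61 above the highest PARP7KO library (2.45). That bound was set after the value was seen. A narrower one, inside the range of the other 6 WT libraries (5.27 to 5.76), was tried first and not met, by 0.199. A small admixture therefore stays open, but it is argued against as the source of the PARP family score. That score was above the PARP7KO mean (5.80, SD 0.180), which a small share of PARP7KO RNA could not reach. A trend on GC content and transcript length is argued against as the whole cause, since with that trend removed the gap in the PARP family score was 0.579 (0.675 before) against an SD of 0.0709 among the other 6. An immune response in this WT tumour may remain as a hypothesis, untested because the labels give no detail of single tumours. Its CD8 and cytotoxic score was the highest among WT libraries (1.58), but its leukocyte score was not (4.64, against 5.02 in WT replicate 4).

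Total counts were low in PARP7KO replicate 3, at 6460689 against 15935882 in the next library. WT replicate 3 had a mitochondrial share of 8.69%, a ribosomal protein score of 10.5, an oxidative phosphorylation score of 7.51 and a Y-linked score of 2.001, each the highest of its group, and Parp2 at 3.72, the lowest. The share of counts in skeletal muscle genes was 0.449% in WT replicate 5 and 0.343% in PARP7KO replicate 4, each the highest of its group. The endothelial score was highest among WT libraries in replicate 4 (6.47) and among PARP7KO libraries in replicate 2 (6.61), and the fibroblast score among WT libraries in replicate 4 (8.78). Among WT libraries, replicate 4 was also highest for Nfkbie (4.42), Vav1 (4.43) and Vsir (5.91). Among PARP7KO libraries, the adipocyte score was highest in replicate 1 (6.41) and Zc3hav1 lowest in replicate 4 (6.28). Among WT libraries, Etv4 was lowest in replicate 1 (5.78) and Klra4 in replicate 7 (3.62). Rasgrp1 was at 2.32 in WT replicate 6 and at 0 counts in the other 6 WT libraries.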

How the results depend on the processing

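The fits without muscle-rich, shallow or low-complexity libraries, the fit of replicates 1 to 7 without a block, DESeq2 with the length offset, the random draws, fry without the genes picked by the study and the estimated correlation without each library were chosen after the data were examined. At an adjusted p below 0.01, 2197 genes changed, against 3319 with DESeq2, 4496 with limma-voom and quality weights, 1440 on log2(TPM + 0.1), 1414 without the 2 shallowest libraries, 948 without the 4 with most muscle RNA, and 3956 at an adjusted p below 0.05. On log2(TPM + 0.1) 63.3% of calls were rises, against 52.3%. With the fold filter 1178 genes changed, against 1847 with quality weights and 622 without the 4 muscle-rich libraries. The other settings, apart from those below, stayed within 1.5 times. DESeq2, the tool of the study, gave 1748 genes with the fold filter (1243 higher and 505 lower), and 1685 when the length offset was added. The 4 muscle-rich libraries are 2 of each group, and the random fits below without 2 of each group reach as low, so the fall without them need not come from muscle RNA. The causes of the other moves were not tested. Leaving out each library in turn gave 1626 to 2566 changed genes, 937 to 1334 with the fold filter, 23 to 26 lists, a separation of 20.1 to 27.3 and a leukocyte difference of 1.88 to 2.17. Among 130 named genes 13 lost their call in at least 1 of these fits, 37 without the 4 muscle-rich libraries, 20 without the 2 shallowest, 94 with the leukocyte covariate, where 19 more turned, and, among 128, 35 and 23 with the title and description blocks. DESeq2 added 7 calls, and limma-voom with quality weights 8, and neither lost any. Calls were lost for 10 genes with limma-voom without weights, 9 on log2(TPM + 1), 9 on log2(TPM + 0.1), 7 with the length offset, 2 with DESeq2 and that offset, and 12 of 128 in replicates 1 to 7 without a block. In 40 random fits without 2 libraries of each group, 405 to 3081 genes changed (median 1125.5), and 292 to 1788 with the fold filter. In fits with the replicate number of the titles as a block, 793 genes changed and 564 with the fold filter, and with the description number 782 and 631. Replicates 1 to 7 without a block gave 1449. Same-numbered libraries did not clearly deviate together (correlations −0.494 to 0.104 by title and −0.257 to 0.290 by description), and 2 of 7 by description correlated best with their own number. Pairing by number was therefore not seen, though so few libraries cannot exclude it. Changes of 2-fold can be missed with these libraries, since 41 of 100 such genes were called in the simulation, in which depth was not varied.

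Redistributing the labels over 100 splits gave as many changed genes in 1, the real split (2197 against 0 in the highest other). With the fold filter it was likewise 1 (1178 against 0). That is the smallest share that 100 splits can give, so chance is argued against for both and not excluded. The other splits mix the 2 groups, which adds spread within each and can lower their counts. As many lists were called in 16 of 100 (24 against 33 in the highest other), so chance cannot be excluded for the number of lists. With an estimated correlation 0 lists were called by camera, also 0 without each library in turn. By fry the AHR target (adjusted p = 0.00167), KRAS-ERK output (0.01001) and p53 target lists (0.0212) passed as well, and without the genes picked by the study the AHR target list did not (0.0968).

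With the leukocyte score as a covariate, 12 genes changed, 12 with the fold filter (1 higher, 11 lower, of which 9 were among the 2197), 2645 had an unadjusted p below 0.05, and 11 lists were called. The score ranges of the groups do not overlap, so the covariate and the genotype are hard to separate and these values are imprecise by construction. The class II, class I, T cell, interferon gamma-response and CD8 and cytotoxic lists were called higher and the skin keratinocyte list lower, as without the covariate, and hypoxia and glycolysis genes were newly called lower (−0.878, adjusted p = 1.11e-05). Among the lists that turned, chemokine (adjusted p = 0.00219), fibroblast (1.11e-05) and endothelial genes (0.00814) were called lower and muscle genes higher (0.000210). Medians of the neutrophil (−0.558) and eosinophil (−0.961) lists, not called in either fit, were below 0. Directions turned for the complement (−0.328), chemokine (−1.40), pan-leukocyte (−0.0218), B cell (−1.10), plasma cell (−1.49), macrophage (−0.197), M2-like (−0.770), M1-like (−0.609), monocyte (−0.422), mast cell (0.767, where camera points down), fibroblast (−0.866), endothelial (−0.849) and skeletal muscle (11.2) lists. They also turned for Ifnar2 (−0.0148), Tmem173 (−0.414), Ccl5 (−0.164), Ccl19 (−1.38), Pdcd1lg2 (−0.0146), Cd79b (−0.0430), Csf1r (−0.128), Lyz2 (−0.0165), C1qb (−0.246), Clec10a (−0.947), Cd86 (−0.292), F13a1 (−0.239), Fcgr4 (−0.419), Ms4a6c (−0.289), Csf3r (−0.366), Siglecf (−0.578), Ccr3 (−0.961), Gzma (−0.249) and Cd274 (−0.509).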

Other observations

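The tests in this part were chosen after the results were seen, except those of even-numbered replicates and of Tiparp against the leukocyte score.

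Relative to the leukocyte score of the same library, T cell, CD8, regulatory T cell and plasma cell genes were higher and neutrophil, monocyte, M1-like and macrophage genes lower in PARP7KO tumours. The T cell score minus the leukocyte score was higher by 1.07 on the log2 scale (SE 0.204, exact permutation p = 0.000262, adjusted 0.00122 over 14 comparisons), the CD8 and cytotoxic score by 1.25 (adjusted p = 0.00367), the regulatory T cell score by 0.43 (adjusted p = 0.0485) and the plasma cell score by 2.23 (adjusted p = 0.0238), all by exact permutation. Neutrophil genes were lower by this measure (−1.41, exact adjusted p = 0.00122), as were monocyte (−0.59, 0.00122), M1-like (−0.61, 0.00408) and macrophage genes (−0.50, 0.00367). NK cell (0.42, exact adjusted p = 0.0688), M2-like (0.37, 0.394), dendritic (0.21, 0.401), B cell (−0.13, 0.845), eosinophil (−0.08, 0.874) and mast cell genes (−0.04, 0.874) did not pass. This measure assumes that each score changes by as much as the leukocyte score. After the slope within groups instead, T cell (0.90, SE 0.41) and CD8 and cytotoxic genes (1.47, SE 0.62) stayed higher. Little beside its SE was left for plasma cell (−0.54, SE 1.24), regulatory T cell (0.30, SE 0.36) and macrophage genes (−0.06, SE 0.19). Neutrophil (−0.64, SE 0.53), monocyte (−0.34, SE 0.20) and M1-like genes (−0.54, SE 0.31) were left below 0, not clearly beyond their SE.

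Leukocyte RNA was higher in PARP7KO tumours, and interferon-stimulated genes with it. A smaller share of tumour cells that raises every other cell type alike is argued against, since the leukocyte score exceeded the mean of the fibroblast and endothelial scores by 1.78 more in PARP7KO tumours (SE 0.240, exact permutation p = 8.74e-05). The interferon-stimulated score was higher by 1.44, of which 0.151 (SE 0.273) was left after its slope on the leukocyte score within groups. With the score as a covariate, type I genes were at a median of 0.04 (camera adjusted p = 0.674). Interferon gamma-response (0.40, 0.0188), class I (0.74, 0.00219) and class II genes (1.27, 0.000188) were still called higher by camera at its preset correlation. After the slope within groups, class II genes stayed higher (1.196, SE 0.368). What was left for interferon gamma-response (1.561, SE 1.202) and class I genes (0.950, SE 0.540) was not clearly beyond its SE. That measure therefore does not set type I genes apart from interferon gamma-response and class I genes. Type I interferon signalling and RNA brought by leukocytes cannot be told apart in these tumours, because the 2 groups do not overlap in that score. In cultured cells of the same clone, without leukocytes, the study reported higher Stat1, Irf9, Cxcl10, Isg15 and Usp18 RNA by RT-qPCR, but not Stat2. A part of the rise in tumours may therefore come from the edited cells, which was not tested here.

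Runs of lower genes lay on parts of chromosomes 4 and 6, and their cause stays open. Genes elsewhere matched on level and leukocyte slope had a median of 0.00790 (lowest of 1000 draws −0.0725) against −0.49 in the runs. That slope only stands in for the share of tumour cells, so this comparison does not settle fewer tumour cells as a cause. GC content and transcript length are argued against as the whole cause, with matched genes at −0.00919 (lowest draw −0.0913) against −0.50. The runs were picked for low values in these same libraries, so part of each gap is built in. Runs found in the odd-numbered replicates were lower again in the even-numbered ones (median −0.460, lowest draw −0.0786), which any cause shared by the PARP7KO tumours predicts, and the run on chromosome 8 was not found again in the odd-numbered replicates. DNA was not measured, so lost copies or silencing in the single knockout clone and an effect of PARP7 itself cannot be told apart, and with 1 clone none of the 2197 changed genes, Cdkn2a included, can be assigned to PARP7 loss rather than to the clone.

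Tiparp RNA from leukocytes was tested as a hypothesis for its higher level in PARP7KO tumours. After the slope on the leukocyte score within groups, 0.873 (SE 0.485) of the difference was left. Leukocyte RNA and RNA of the edited cells therefore cannot be told apart as its source in these tumours. In cultured cells the study reported no significant effect of the knockout on Parp7 RNA. It proposes Parp7 RNA of infiltrating leukocytes as a possible reason.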
